A study of Homo sapiens with 9 samples. Its data were reported in "Novel Non-integrating DNA Nano-S/MAR Vectors Restore Gene Function in Isogenic Patient-Derived Pancreatic Tumor Models" (2020).

How the data were processed

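Total RNA from Capan-1 cells isolated from resected orthotopic tumors was hybridized, according to the labels and the study's methods, to human whole-genome bead arrays of 1 color after biotin labeling. There were 9 arrays, 3 per group (parental, luciferase and SMAD4-Luc), and groups and replicate numbers were taken from the sample labels. The authors deposited a table of probe signals before normalization, whose intensity values are on a linear scale. Beside each intensity the deposited table gives a detection p-value, which is low for bright and high for dim probes. How it was calculated is not given in the sources used here, and some values are smaller than a share of control probes on an array could be. The scanner software and any background step before deposit are not given in the sources used here. The study's methods name quantile-normalized data as the input of its gene set enrichment, without reference to a deposited table. The second deposited table holds the authors' normalized intensity values. Set against the first table, these values proved to be on a linear scale, not centered by gene and with 1 color, so that no ratio direction is open. Their medians per array were 91.6, 91.6 and 90.7 in parental, 91.7, 91.8 and 91.0 in luciferase and 91.6, 92.4 and 91.8 in SMAD4-Luc arrays.

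The signal table does not name probes in the way the annotation does, so its 48107 entries were paired with the normalized table by their values over the 9 arrays. After 2 entries with a missing signal were left out, 48105 of 48105 matched one to one. The largest distance of a match was 0.057 log2 units, against a median distance of 0.14 to the second nearest entry, and 33.4% matched one to one after the values of 1 array had been shuffled. All 4687 identifiers shared by several named probes carried 1 gene symbol, which the pairing did not use. In the platform annotation 30112 probes had 1 gene symbol, 8 had several and 17985 had none, and no gene was named from a probe with several. Through the gene identifier, 30073 symbols were checked against the NCBI RefSeq genes of GRCh38.p14, and 0 changed. Members of the gene lists that no probe of this annotation named were not analysed here.

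Background was corrected with the neqc method of limma 3.58.1 in R 4.3.3, which fits a normal-exponential model, adds an offset of 16, normalizes by quantiles and takes log2. It estimates the background by reading each detection p-value as the probability that background alone is as bright, which is an assumption for these values, and several of the other settings below do not use them for the background. A probe was kept where its detection p-value was under 0.05 on at least 3 of the 9 arrays, and the probe with the highest mean over all arrays stood for its gene, which gave 13533 genes. All 9 arrays entered 1 linear model per gene (lmFit and eBayes, 6 residual degrees of freedom), without a replicate block, so that the groups shared 1 estimate of the spread. P-values were adjusted by Benjamini and Hochberg over the genes of a comparison, with a threshold of 0.05, and counts are given with and without a change of at least 2-fold. SMAD4 was tested per probe over all 48105 probes. Printed folds are differences of group means on the log2 scale with their SE. The offset pulls changes of dim genes toward 0. The number of arrays limits the precision of each value. Principal components, correlations and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

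In total 26 gene lists had been written down after the paper and its tables had been read. Of these, 15 were marked as holding genes seen in the study's tables and 11 were not. Genes of the 11 may still be in those tables. CA2 of the ductal and adhesion list changed by -3.82 to -2.44 on the log2 scale across the other settings (luciferase against parental). The 11 are therefore not shown to be independent evidence. Each list was tested with camera at a preset correlation between genes of 0.01, two-sided, adjusted over the 26 lists within a comparison. Camera with an estimated correlation and fry, which asks whether a list's genes move, on balance, one way without comparing them with other genes, were alternatives. Camera called 10, 15 and 15 lists for luciferase against parental, SMAD4-Luc against luciferase and SMAD4-Luc against parental, of which 0, 1 and 1 hold with an estimated correlation, the squamous and basal list in both cases. Calls were also lost where the estimated correlation lay below the preset. It was -0.0135 for nucleic acid sensing, -0.0203 for the ductal and adhesion list and -0.0437 for pancreatic acinar markers. A higher correlation cannot account for those losses, so a lost call does not by itself show that a list's genes are correlated. Named genes were the 8 largest rises and 8 largest falls per comparison among called genes whose groups did not overlap, up to 3 called members with the largest change per list, and SMAD4, VIM, FN1, SNAI1, CDKN1A and MKI67. Not all of the genes so chosen are printed.

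The procedure was tested on 20 simulated data sets per comparison with 200 changed genes each among 13533. For luciferase against parental it recovered 12.9%, 73.9% and 98.5% of changes of 0.5, 1 and 2 on the log2 scale, for SMAD4-Luc against luciferase 14.6%, 74.3% and 98.5%, and for SMAD4-Luc against parental 14.7%, 74.7% and 98.3%. False calls made up 4.51%, 4.47% and 4.42% of calls in these comparisons. The real comparisons called 24.6%, 18.8% and 33.6% of genes, far more than the simulated 200 of 13533. The share recovered after adjustment depends on how many genes change, so the simulated shares are not estimates for the real comparisons. Of 200 lists without a change, 1, 0 and 0 were called, and all 200 shifted lists were. The simulated genes varied independently of each other, whereas the estimated correlation of real lists reached 0.477 (metallothioneins). These list counts therefore do not test camera on lists of correlated genes.

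Results were recomputed under 26 other settings. They covered no background correction, normexp at an offset of 50 without detection p-values, scaling to the 75th percentile, cyclic loess, the deposited normalized values, no filter on dim probes, a detection p-value under 0.01, detection on all 9 arrays, the mean of detected probes, the probe with the largest variance, only the 6 arrays compared, eBayes with trend and robust fitting, array weights, the replicate number as a block, and each of the 9 arrays left out in turn. The use of probes without an identifier as negative controls was added after the data had been seen. The slide as a block was not fitted, since the sources used here give no slide. Comparisons that share arrays were set beside 20 simulations of unchanged groups and the overlap of independent lists.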

Results

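Gene expression was measured in Capan-1, an established human pancreatic adenocarcinoma cell line that lacks functional SMAD4, after growth as orthotopic tumors in immunodeficient mice. The 9 arrays fell into 3 groups of 3. Parental cells carried no vector, luciferase cells carried a pS/MAR vector (a non-integrating plasmid kept in dividing cells by a scaffold/matrix attachment region) with the luciferase reporter, and SMAD4-Luc cells carried the same kind of vector with SMAD4, a signal transducer of the TGF-beta pathway, beside the reporter. The labels do not say whether replicates came from separate animals or cultures, so p-values measure only the spread between these samples, which may be technical. The study describes a stable cell line for each vector. An effect of the vector or of SMAD4 can therefore not be told apart from other differences between these cell lines. Groups, gene lists, the tests of the 3 comparisons and the rule for naming genes were fixed before the data were examined, the lists after the study's tables of changed genes had been read.

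The mean signal over all probes was 339.6 ± 34.4 in parental, 311.1 ± 23.0 in luciferase and 278.3 ± 12.6 in SMAD4-Luc arrays (SD, n = 3 each). A two-sided exact permutation test of the mean signal gave p = 0.3 for luciferase against parental, 0.2 for SMAD4-Luc against luciferase and 0.1 for SMAD4-Luc against parental, where 0.1 is the smallest p that 3 against 3 arrays allow. Probes with a detection p-value under 0.05 made up 47.5% ± 0.6, 47.2% ± 0.6 and 46.5% ± 0.5 of all probes (SD, n = 3 each, exact permutation p = 0.6, 0.3 and 0.2). Within a group, arrays correlated at 0.980 to 0.992 across the 13533 tested genes, which are not independent replicates, and each of the 9 arrays correlated best with an array of its own group. The SD of the log2 difference was lowest between parental arrays 2 and 3 (0.33, others 0.399 and 0.426), luciferase arrays 1 and 2 (0.274, others 0.321 and 0.324) and SMAD4-Luc arrays 2 and 3 (0.274, others 0.311 and 0.315). Whether such pairs share a source is not given, so n = 3 may overstate the replication. The first principal component held 54.8% of the variance and the second 21.8%.

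**Figure D1:**
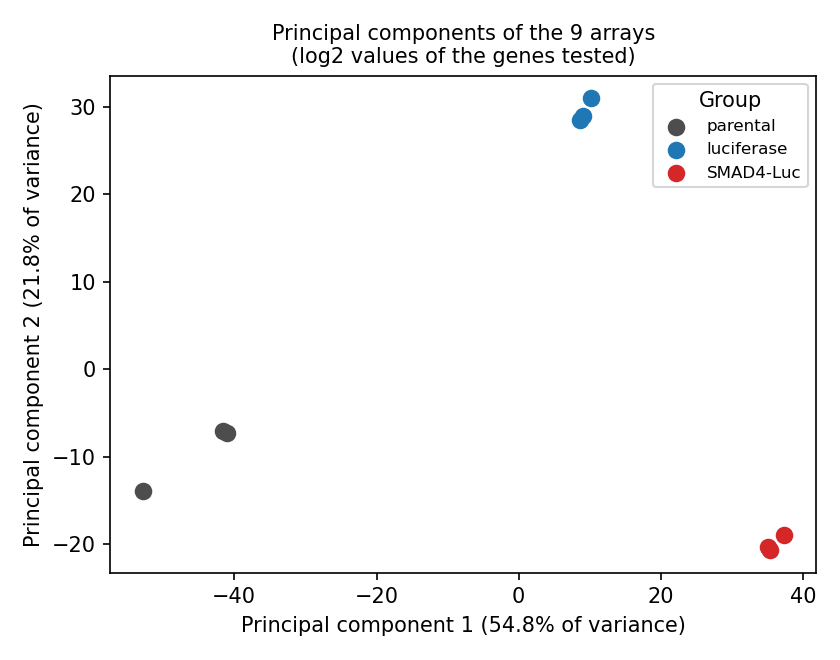
Scores of the 9 arrays on the first (x axis, 54.8% of the variance) and second (y axis, 21.8%) principal component of the normalized log2 values of 13533 genes, 1 point per array, colored by group. The 3 arrays of each group lie together.

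The 1 SMAD4 probe was detected on 9 of 9 arrays. Its normalized log2 signal was 5.47, 5.38 and 5.90 in parental, 6.26, 5.93 and 6.06 in luciferase and 5.88, 5.62 and 5.57 in SMAD4-Luc arrays. According to the study, the array probes do not match the codon-optimized transgene, so this probe reads the endogenous gene and does not check the labels. The log2 change was 0.50 ± 0.15 (SE) for luciferase against parental (limma, adjusted p = 0.0848 over 48105 probes), -0.39 ± 0.15 for SMAD4-Luc against luciferase (adjusted p = 0.217) and 0.11 ± 0.15 for SMAD4-Luc against parental (adjusted p = 0.792). Without parental array 3 the first of these reached 0.65 with an adjusted p of 0.0214. Adjusted over the 13533 genes in place of all probes it passed at 0.0423, a call lost in other settings, among them the fits without parental array 1 or 2, luciferase array 1, 2 or 3, or SMAD4-Luc array 2 or 3 (adjusted p = 0.0538 to 0.145).

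The comparison of luciferase with parental cells set cells with the vector backbone and its reporter against unmodified Capan-1 cells, both without added SMAD4. MUC16, the mucin that carries the CA125 antigen, rose from a normalized log2 signal of 4.71 ± 0.24 to 10.67 ± 0.33 (SD, n = 3 each), a log2 change of 5.96 ± 0.18 (SE, adjusted p = 1.58e-09), and was detected on 2 of 3 parental arrays. LYPD2 rose by 5.87 ± 0.17, TCN1, a vitamin B12 binding protein, by 4.61 ± 0.13, S100A8 by 4.50 ± 0.34, VTCN1, an inhibitor of T cell responses, by 4.34 ± 0.18, MMP12, macrophage elastase, by 4.31 ± 0.24, and KRT13, a keratin of stratified mucosa, by 4.20 ± 0.21, with S100A8 and VTCN1 detected on 1 and MMP12 on 2 of 3 parental arrays. Among the falls, CLDN18, a tight junction protein of the stomach, changed by -5.59 ± 0.44 (adjusted p = 3.49e-06), but it was detected on 1 of 3 luciferase arrays and its other probe read -3.20. The secreted lectin REG4 changed by -5.50 ± 0.32, the alcohol dehydrogenases ADH1A and ADH1C by -5.44 ± 0.26 and -5.28 ± 0.20, EPDR1 by -4.70 ± 0.26, TMEM98 by -4.59 ± 0.20 (other probe -1.97) and CLRN3 by -4.51 ± 0.28, with ADH1C and EPDR1 detected on 2 and 1 of 3 luciferase arrays. MAOA, a monoamine oxidase, was at least 21.6-fold lower (adjusted p = 1.58e-09), and the adhesion receptor ADGRF5 was at least 20.8-fold higher (adjusted p = 1.09e-08). Such bounds are given where no array of the dimmer group detected the gene's chosen probe, and set the bright group's mean against the dim group's mean of, per array, the higher of the lowest signal among detected probes and the probe's own signal.

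Interferon response genes rose as a group in luciferase cells. Among 39 members tested, 30 rose, 0 fell and 9 did not pass, with 31 and 0 adjusted over the list alone, and the list median was 1.13 (camera adjusted p = 1.85e-16, but adjusted p = 0.115 with an estimated correlation). Part of this list had been seen in the study's tables, so its direction is not independent evidence. IFI27 rose by 2.90 ± 0.27 (adjusted p = 1.34e-05) and IFIT1, which binds foreign RNA caps, by 2.42 ± 0.40 (adjusted p = 0.000956). IFI44L was at least 7.02-fold higher (adjusted p = 6.69e-06), while its other probe, the one kept when detection on all 9 arrays was required, read -0.19. Of the inflammatory mediators, also partly seen in the study's tables, 15 of 36 rose and 3 fell (16 and 3 adjusted over the list alone, camera adjusted p = 0.000553, but adjusted p = 0.575 with an estimated correlation). S100A8 and S100A9, the subunits of calprotectin, rose by 4.50 and 4.0 ± 0.27, and CD14, a co-receptor for bacterial lipopolysaccharide, rose by 4.02 (adjusted p = 3.49e-08). In the nucleic acid sensing list, partly seen as well, 6 of 16 members rose and 2 fell, the same 6 and 2 in number when adjusted over the list alone (camera adjusted p = 0.0193, but adjusted p = 0.148 with an estimated correlation). IFI16, a DNA sensor, rose by 2.33 ± 0.17 and STING1, the adaptor downstream of the cytosolic DNA sensor, by 1.43 ± 0.15. Antigen presentation genes gave 2 rises and 1 fall among 19 members (0 and 0 adjusted over the list alone) and did not pass camera (adjusted p = 0.646).

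Markers of epithelial identity moved in different directions. Squamous and basal genes, a list that holds genes seen in the study's tables and is therefore not independent evidence, gave 14 rises and 3 falls among 29 members (14 and 3 adjusted over the list alone, median 0.30, camera adjusted p = 3.21e-05, but adjusted p = 0.148 with an estimated correlation). The basal keratin KRT5 was at least 10.7-fold higher and LY6D at least 8.96-fold higher. Gastric and intestinal genes, a list of the same origin, gave 3 rises and 23 falls among 31 (5 and 24 adjusted over the list alone) with a median of -1.14 (camera adjusted p = 1.18e-10, but adjusted p = 0.159 with an estimated correlation). Motile cilia genes, likewise seen in those tables, gave 15 rises and 0 falls among 20 (16 and 0 adjusted over the list alone) with a median of 1.00 (camera adjusted p = 6.88e-10, but adjusted p = 0.148 with an estimated correlation). FOXJ1, the master regulator of motile ciliogenesis, rose by 2.83 ± 0.47 (adjusted p = 0.00104) from parental arrays that spread widely (6.64 ± 1.31, SD, n = 3), and DNAI7, a dynein intermediate chain, rose by 2.17 ± 0.13 and was detected on 2 of 3 parental arrays. The ductal and adhesion list gave 2 rises and 4 falls among 20 (2 and 4 adjusted over the list alone), with a median of 0.09, a mean of -0.16 and no call by camera (adjusted p = 0.938), though fry, which asks only whether a list's genes move one way on balance, passed it (adjusted p = 0.00362). CA2, a carbonic anhydrase, fell by 3.53 and SPP1, osteopontin, rose by 2.62, detected on 2 of 3 parental arrays.

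Cell cycle genes gave 0 rises and 15 falls among 39 members, with 0 and 17 adjusted over the list alone and a median of -0.30 (camera adjusted p = 3.21e-05, but adjusted p = 0.119 with an estimated correlation). TOP2A, the topoisomerase of dividing cells, changed by -0.80 ± 0.12 (adjusted p = 0.000499), AURKA by -0.82 and MCM2, part of the replicative helicase, by -0.81, whereas MKI67 stood at -0.01 (adjusted p = 0.983). The 1 MKI67 probe was dim, at 5.33 ± 0.42 in parental and 5.32 ± 0.23 in luciferase arrays (SD, n = 3 each). A change of this gene could therefore be missed. Xenobiotic and NRF2-regulated genes, seen in the study's tables and not independent evidence, gave 2 rises and 15 falls among 29 (2 and 17 adjusted over the list alone, camera adjusted p = 1.77e-08, but adjusted p = 0.154 with an estimated correlation). Matrix-degrading proteases, a list of the same origin, gave 8 rises and 2 falls among 18 (9 and 2 adjusted over the list alone). Their call (camera adjusted p = 0.00235) was lost with an estimated correlation (adjusted p = 0.522) and when detection on all 9 arrays was required (adjusted p = 0.102). Besides MMP12, MMP10, stromelysin-2, rose by 3.99. No camera call was made for the epithelial-mesenchymal transition list (7 of 31 rose and 3 fell, also 7 and 3 adjusted over the list alone, adjusted p = 0.0753), though it passed at 0.0156 without parental array 3, for TGF-beta and SMAD targets (4 of 30 rose and 5 fell, also 4 and 5 adjusted over the list alone, adjusted p = 0.938) or for apoptosis genes (5 of 32 rose and 6 fell, 6 and 7 adjusted over the list alone, adjusted p = 0.947). All 3 lists were partly seen in the study's tables. LTBP2, a latent TGF-beta binding protein, rose by 2.15 and SMAD6, an inhibitory SMAD, fell by 1.45. TNFRSF10B, a death receptor for TRAIL, fell by 1.80 and its ligand TNFSF10 rose by 1.11, but the 3 TNFRSF10B probes ranged from -1.80 to -0.19.

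Markers of other cell types were measured beside these groups. Other cells in these tumors would be mouse cells of the host, and whether the human probes read their RNA was not tested. Fibroblast and stroma genes gave 2 rises and 0 falls among 8 (also 2 and 0 adjusted over the list alone, median -0.02, mean 0.39, camera adjusted p = 0.51, but adjusted p = 0.0285 with fry), which were MGP at 2.08 and DCN, the proteoglycan decorin, at 1.45. Leukocyte and macrophage markers gave 1 rise and 1 fall among 9 and pancreatic acinar markers, partly seen in the study's tables, 0 rises and 1 fall among 10, in the same numbers adjusted over each list alone and without a camera call (adjusted p = 0.938 and 0.947). Of the 13533 genes, 1673 rose and 1652 fell (3325 or 24.6%; limma), and 449 rose and 396 fell by at least 2-fold (845). The 3 arrays of one group all lay on one side of those of the other for 37.9% of genes, where chance gives 10%. The 2-fold count was 361 without background subtraction, 426 with normexp at an offset of 50 and 384 on the deposited normalized values.

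**Figure D2:**
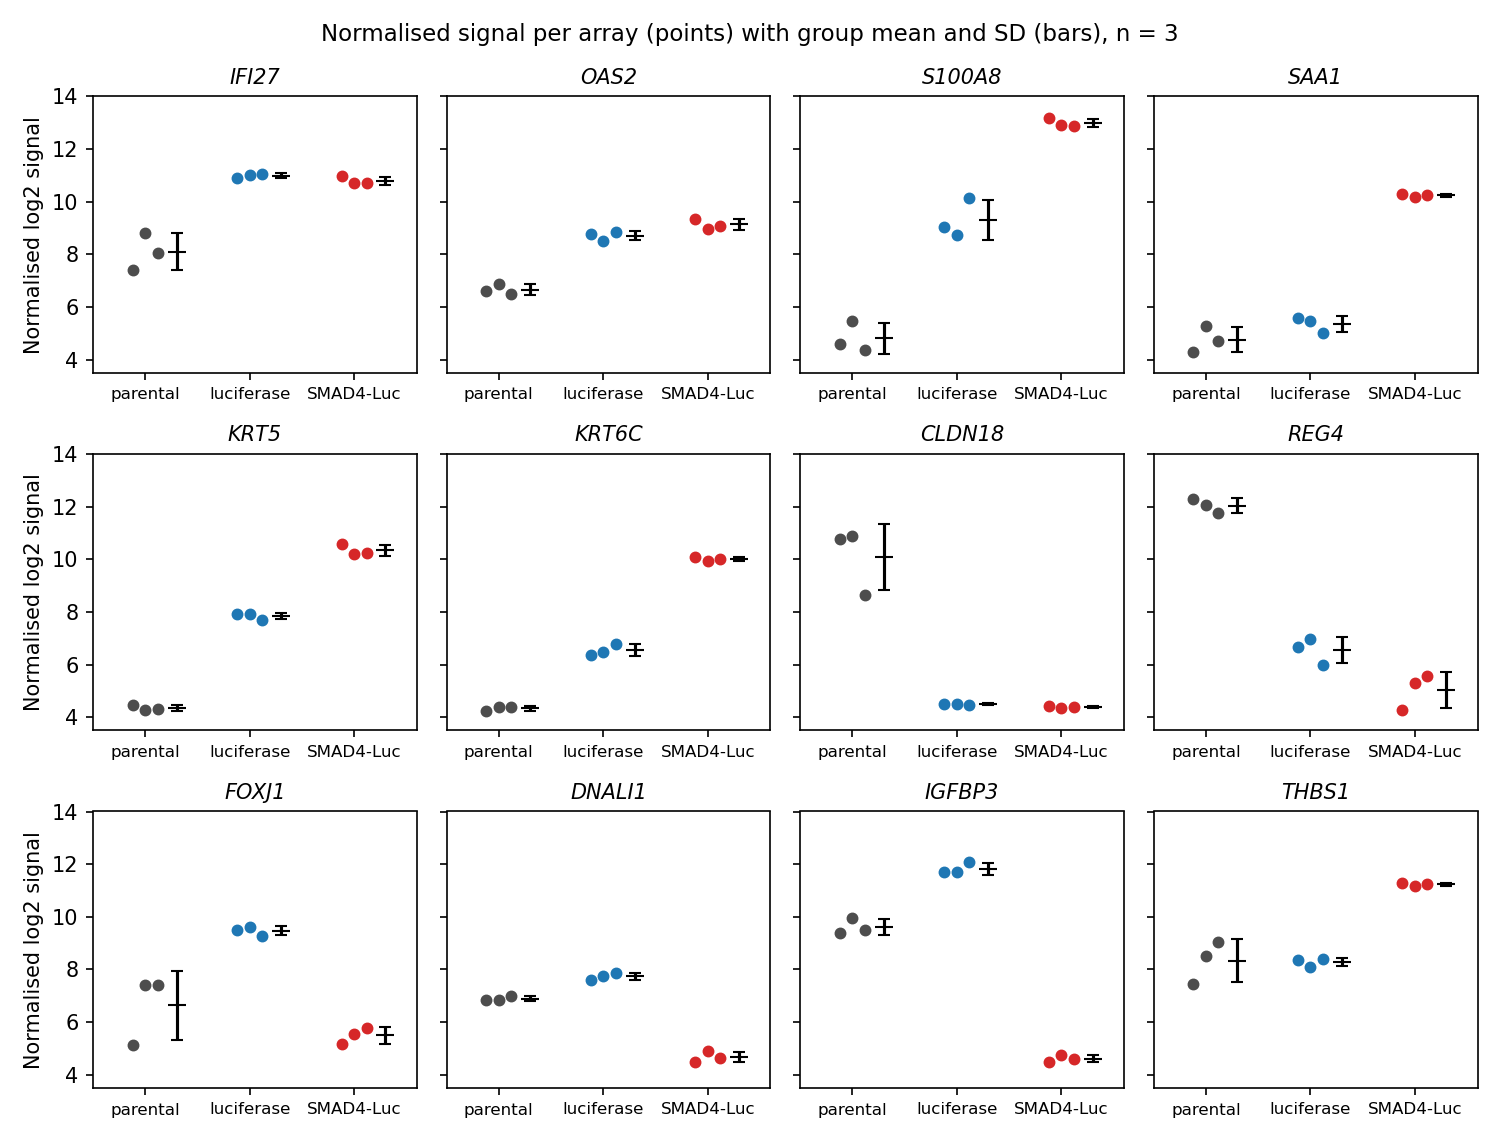
Normalized log2 signal (y axis) of 12 genes on each of the 9 arrays, 1 panel per gene, with points for arrays and bars for the group mean ± SD (n = 3). IFI27 and OAS2 lie higher in luciferase and SMAD4-Luc than in parental arrays, and IGFBP3 falls from 11.82 in luciferase to 4.61 in SMAD4-Luc arrays.

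The comparison of SMAD4-Luc with luciferase cells set cells with added SMAD4 against cells with the same kind of vector without it. Other differences between these separately modified cell lines enter it too. SAA1, serum amyloid A, rose from 5.36 ± 0.29 to 10.24 ± 0.06 (SD, n = 3 each), a log2 change of 4.88 ± 0.22 (SE, adjusted p = 9.97e-08), and its neighbor SAA2 by 3.97 ± 0.18. The 3 SAA1 probes ranged from 2.84 to 4.88. ACKR3, an atypical chemokine receptor, rose by 4.76 ± 0.28 and MMP9, gelatinase B, by 4.46 ± 0.14 (adjusted p = 2.96e-09, detected on 2 of 3 luciferase arrays). MAOA, at least 21.6-fold lower in luciferase than in parental cells, was at least 18.6-fold higher in SMAD4-Luc than in luciferase cells (adjusted p = 3.67e-09). The chemokine CCL2 was at least 10.9-fold higher (adjusted p = 0.0262), a call lost without luciferase array 1, 2 or 3 or SMAD4-Luc array 1 or 2 (adjusted p = 0.0573 to 0.0981), without a filter on dim probes (adjusted p = 0.068) and with eBayes trend and robust fitting (adjusted p = 0.131). The parental arrays read 4.81, 10.03 and 9.12 for CCL2, against 8.79, 7.62 and 7.28 in SMAD4-Luc arrays, a difference of -0.09 that did not pass (adjusted p = 0.957). IGFBP3, a carrier of insulin-like growth factors, fell from 11.82 ± 0.21 to 4.61 ± 0.14, a log2 change of -7.21 ± 0.17 (adjusted p = 3.37e-10), and was detected on 2 of 3 SMAD4-Luc arrays. FOXJ1 changed by -3.97 ± 0.47 (adjusted p = 0.000155), TM4SF4, a tetraspanin relative of the gut, by -3.76 ± 0.19, TNFRSF19 by -3.22 ± 0.17 and the membrane peptidase MME, whose parental mean was 4.80 beside 5.16 in SMAD4-Luc arrays, by -3.12 ± 0.19.

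Squamous and basal genes rose as a group in SMAD4-Luc cells. Among 29 members, 23 rose, 1 fell and 5 did not pass, with 24 and 3 adjusted over the list alone and a median of 1.26, and camera called the list with the preset correlation (adjusted p = 5.99e-17) as well as with an estimated one (adjusted p = 0.0348). The list holds genes seen in the study's tables and is not independent evidence. KRT6C, a keratin of activated keratinocytes, rose by 3.47 ± 0.14 (adjusted p = 4.77e-08), the basal keratin KRT14 by 3.40 ± 0.22 and repetin, RPTN, by 3.17. Motile cilia genes, seen there too, gave 0 rises and 17 falls among 20 (also 0 and 17 adjusted over the list alone) with a median of -1.78 (camera adjusted p = 2.94e-16, but adjusted p = 0.0983 with an estimated correlation). Besides FOXJ1, the axonemal dynein light chain DNALI1 changed by -3.06 ± 0.14 (adjusted p = 1.08e-07) and the docking complex protein ODAD4 by -2.82 ± 0.17, which were detected on 2 and 1 of 3 SMAD4-Luc arrays. Gastric and intestinal genes, of the same origin, gave 1 rise and 13 falls among 31 (1 and 15 adjusted over the list alone, median -0.40, camera adjusted p = 1.14e-06, but adjusted p = 0.231 with an estimated correlation). ANXA10, an annexin of the stomach, changed by -3.07 ± 0.28 and PGC, pepsinogen C, was at least 5.37-fold lower. The ductal and adhesion list gave 1 rise and 6 falls among 20 (2 and 7 adjusted over the list alone). Its call (camera adjusted p = 0.0232) was lost with an estimated correlation (adjusted p = 0.124) and when detection on all 9 arrays was required (adjusted p = 0.0569). The chloride channel CFTR fell by 2.35, the epithelial transcription factor ELF3 by 1.44, and the desmosomal protein DSP rose by 1.03.

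Genes of the epithelial-mesenchymal transition list gave 16 rises and 2 falls among 31 (19 and 2 adjusted over the list alone) with a median of 0.90 (camera adjusted p = 2.03e-08, but adjusted p = 0.0983 with an estimated correlation). TGF-beta and SMAD targets gave 10 rises and 1 fall among 30, and 19 did not pass (12 and 1 adjusted over the list alone, median 0.13, mean 0.51, camera adjusted p = 0.00446, but adjusted p = 0.281 with an estimated correlation). Both lists were partly seen in the study's tables and share 4 tested members, and the first shares 3 with the fibroblast and stroma list. The largest change in the first list was the fall of its member IGFBP3 (-7.21), against the direction of the group. THBS1, a matrix glycoprotein that activates latent TGF-beta, rose by 2.95 ± 0.30 (adjusted p = 5e-05), TGFBI, a matrix protein induced by TGF-beta, by 2.39 ± 0.36 (adjusted p = 0.000764), COL7A1, the anchoring fibril collagen, by 2.08 ± 0.33 (adjusted p = 0.00117) and MMP3, stromelysin-1, by 2.88. VIM, the mesenchymal filament vimentin, rose from 6.40 ± 0.13 to 7.35 ± 0.28 (SD, n = 3 each; log2 change 0.95 ± 0.22, SE, adjusted p = 0.0105). CDKN1A, the p21 inhibitor of cyclin-dependent kinases, rose by 0.49 ± 0.13 (adjusted p = 0.0183), and this call was lost without luciferase array 1 (adjusted p = 0.0523), luciferase array 2 (adjusted p = 0.068), SMAD4-Luc array 2 (adjusted p = 0.0802) or SMAD4-Luc array 3 (adjusted p = 0.0511). The 3 FN1 probes were each detected on 1 of 9 arrays and the SNAI1 probe on 0 of 9, so no fold is given for fibronectin and Snail. Matrix-degrading proteases, seen in the study's tables, gave 11 rises and 3 falls among 18 (also 11 and 3 adjusted over the list alone, camera adjusted p = 5.58e-05). That call was lost with an estimated correlation (adjusted p = 0.231) and with detection on all 9 arrays (adjusted p = 0.118).

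Antigen presentation genes gave 10 rises and 0 falls among 19 (11 and 0 adjusted over the list alone) with a median of 0.58. The camera adjusted p was 2.32e-05, but 0.124 with an estimated correlation. This list was not marked as holding genes seen in the study's tables. HLA-G rose by 1.11 ± 0.18 (adjusted p = 0.00127), the peptide transporter TAP1 by 1.00 ± 0.13 (adjusted p = 0.000385) and the immunoproteasome subunit PSMB8 by 1.08, though the 4 probes of PSMB8 ranged from 0 to 1.08. Interferon response genes, partly seen in those tables, gave 2 rises and 4 falls among 39 (also 2 and 4 adjusted over the list alone, camera adjusted p = 0.911), with LY6E at -1.17 and HERC5, a ligase for ISG15, at -0.92. Of the inflammatory mediators, partly seen too, 12 of 36 rose and 1 fell (14 and 1 adjusted over the list alone). Their camera call (adjusted p = 0.00283) was lost with an estimated correlation (adjusted p = 0.46) and with detection on all 9 arrays (adjusted p = 0.475). S100A8 rose by 3.68 ± 0.34 (adjusted p = 2.51e-05). Nucleic acid sensing genes, a list partly seen as well, gave 5 rises and 0 falls among 16 (6 and 1 adjusted over the list alone, camera adjusted p = 0.0295, but adjusted p = 0.124 with an estimated correlation). That call was also lost without background subtraction (adjusted p = 0.052), on the deposited normalized values (adjusted p = 0.0528), without a filter on dim probes (adjusted p = 0.05) and with detection on all 9 arrays (adjusted p = 0.141). CASP1, the protease that matures interleukin-1 beta, rose by 1.81 ± 0.19 (adjusted p = 6.82e-05) and IFI16 by 0.87.

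Apoptosis genes, partly seen in the study's tables, gave 5 rises and 2 falls among 32 (also 5 and 2 adjusted over the list alone, camera adjusted p = 0.298), with TNFSF10, the death ligand TRAIL, at 1.29 and the stress phosphatase regulator PPP1R15A at -1.24. Cell cycle genes gave 2 rises and 1 fall among 39 (0 and 1 adjusted over the list alone, camera adjusted p = 0.294). BUB1, a spindle checkpoint kinase, fell by 0.76, and MKI67 stood at -0.34 (adjusted p = 0.354). The MKI67 probe was dim, at 5.32 ± 0.23 in luciferase and 4.98 ± 0.34 in SMAD4-Luc arrays (SD, n = 3 each). The rises of CCNB2 (0.42) and CDC20 (0.41) were lost without any 1 of the 6 arrays compared (adjusted p = 0.0517 to 0.111 and 0.0611 to 0.122), and with scaling to the 75th percentile (adjusted p = 0.0786 and 0.067). Xenobiotic and NRF2-regulated genes, seen in those tables, gave 10 rises and 4 falls among 29 (11 and 5 adjusted over the list alone) and missed the threshold (camera adjusted p = 0.0503). The list passed with fry (adjusted p = 0.00709), without background subtraction (adjusted p = 0.049), with normexp at an offset of 50 (adjusted p = 0.0429), on the deposited normalized values (adjusted p = 0.0431) and without parental array 1 or 3, luciferase array 1 or 2, or SMAD4-Luc array 1 or 3 (adjusted p = 0.0131 to 0.0489). GPX3, a secreted glutathione peroxidase, rose by 2.38 and PIR, pirin, by 1.86, from a luciferase mean of 5.94 where parental arrays had 8.0.

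Markers of 3 other cell types were also higher in SMAD4-Luc than in luciferase arrays, beside the squamous and matrix genes. Host cells would be of mouse origin, so these rises do not show that human leukocytes, fibroblasts or acinar cells were present. The study reported that SMAD4-Luc tumors were smaller and, by histology, recruited more stromal cells. Whether RNA of such cells reached these arrays was not tested. Leukocyte and macrophage markers gave 5 rises and 0 falls among 9 (also 5 and 0 adjusted over the list alone, median 0.62, camera adjusted p = 0.00335, but adjusted p = 0.124 with an estimated correlation), fibroblast and stroma markers 3 rises and 0 falls among 8 (also 3 and 0 adjusted over the list alone, median 0.38, adjusted p = 0.0129, but adjusted p = 0.124 with an estimated correlation) and pancreatic acinar markers, partly seen in the study's tables, 4 rises and 0 falls among 10 (5 and 0 adjusted over the list alone, median 0.71, adjusted p = 0.00468, but adjusted p = 0.116 with an estimated correlation). C1QA, a complement component of macrophages, rose by 1.39 ± 0.17 (adjusted p = 0.000212), LAPTM5, a lysosomal protein of blood cells, by 1.77, DCN by 1.28 and the trypsinogens PRSS1 and PRSS2 by 2.48 ± 0.33 and 1.70 ± 0.24, with PRSS1 detected on 1 of 3 luciferase arrays and at 4.61, 6.18 and 6.24 on parental arrays. On SMAD4-Luc arrays 1, 2 and 3 the carboxypeptidase CPB1 read 4.37, 9.74 and 9.78 and the amylase AMY2A 4.97, 7.36 and 7.65, and neither passed against luciferase (adjusted p = 0.0599 and 0.158). Without the filter on dim probes none of these 3 lists was called (adjusted p = 0.0813, 0.0778 and 0.0778), and the stromal call was lost with detection on all 9 arrays (adjusted p = 0.128). Of the 13533 genes, 1277 rose and 1261 fell (2538 or 18.8%; limma), 318 and 252 of them by at least 2-fold (570), and groups did not overlap for 39.5% where chance gives 10%. The 2-fold count was 208 without background subtraction, 262 with normexp at an offset of 50 and 231 on the deposited normalized values.

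**Figure D3:**
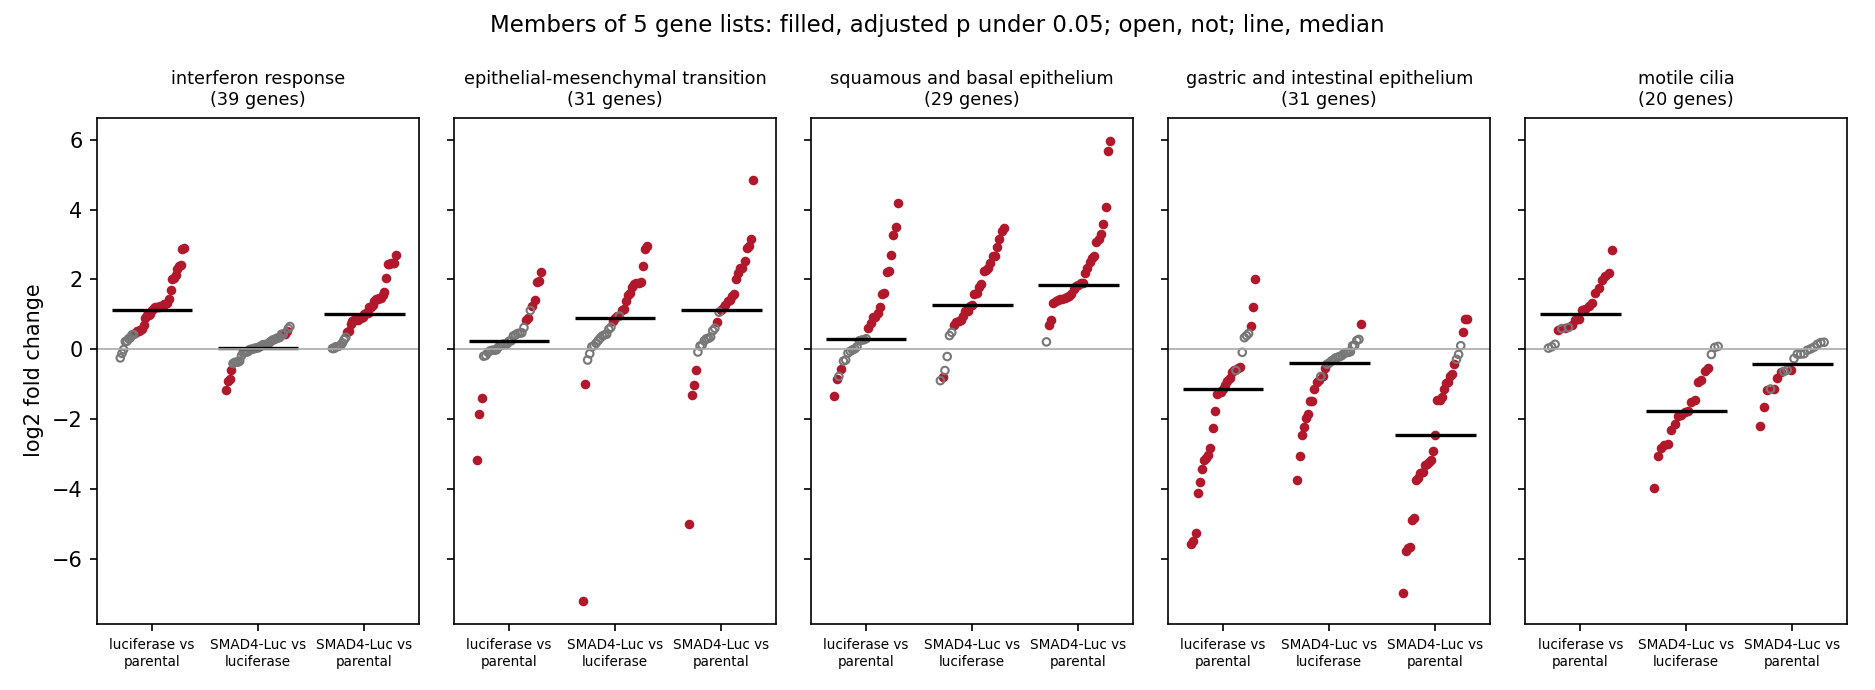
Log2 fold change (axis) of the tested members of 5 gene lists in each of the 3 comparisons, 1 point per gene, filled where the limma adjusted p was under 0.05, with a line at the list median. The medians of motile cilia genes were 1.00, -1.78 and -0.43 for luciferase against parental, SMAD4-Luc against luciferase and SMAD4-Luc against parental.

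The comparison of SMAD4-Luc with parental cells asked how far cells with the vector and SMAD4 lay from unmodified Capan-1. S100A8 rose from 4.81 ± 0.58 to 13 ± 0.17 (SD, n = 3 each), a log2 change of 8.19 ± 0.34 (SE, adjusted p = 1.14e-08), MMP10 rose by 6.42 ± 0.38, S100A9 by 6.04 ± 0.27 and ACKR3 by 6.03 ± 0.28, with S100A8 and ACKR3 detected on 1 of 3 parental arrays. KRT5 was at least 59.7-fold higher and KRT6C at least 47.9-fold higher (adjusted p = 2.92e-10 for both), and LYPD2 rose by 5.76 ± 0.17 and MUC16 by 5.69 ± 0.18. Among the falls, REG4 changed by -6.99 ± 0.32 (adjusted p = 2.2e-08, detected on 2 of 3 SMAD4-Luc arrays), the intestinal lectin LGALS4 by -5.78 ± 0.33 and the aldo-keto reductase AKR1B10 by -5.48 ± 0.50, and ADH1A was at least 91.5-fold, CLDN18 at least 50-fold and ADH1C at least 47.6-fold lower, while the other CLDN18 probe read -3.08 on the log2 scale. IGFBP3 fell by 5.0 ± 0.17 (adjusted p = 3.17e-09) and TM4SF5 by 4.90 ± 0.27.

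Squamous and basal genes, a list that holds genes seen in the study's tables and is not independent evidence, gave 28 rises and 0 falls among 29 (also 28 and 0 adjusted over the list alone) with a median of 1.85, called by camera with the preset (adjusted p = 7.89e-22) and with an estimated correlation (adjusted p = 0.0178). RPTN was at least 16.3-fold higher. Gastric and intestinal genes, of the same origin, gave 3 rises and 25 falls among 31 (3 and 26 adjusted over the list alone) with a median of -2.47 (camera adjusted p = 3.23e-15, but adjusted p = 0.116 with an estimated correlation). The ductal and adhesion list gave 3 rises and 6 falls among 20 (3 and 7 adjusted over the list alone, camera adjusted p = 0.0576), and passed under several settings, among them fry (adjusted p = 1.49e-05), scaling to the 75th percentile (adjusted p = 0.024), cyclic loess (adjusted p = 0.0402) and leaving out parental array 1 (adjusted p = 0.0391). CFTR fell by 3.60, CA2 by 3.44, and SPP1 rose by 2.47. Motile cilia genes, seen in the study's tables, gave 0 rises and 7 falls among 20 (also 0 and 7 adjusted over the list alone, median -0.43, camera adjusted p = 0.00872, but adjusted p = 0.407 with an estimated correlation). That call was also lost without parental array 2 (adjusted p = 0.066), with scaling to the 75th percentile (adjusted p = 0.0608) and with detection on all 9 arrays (adjusted p = 0.227). DNALI1 fell by 2.20 and ODAD4 by 1.65, detected on 2 and 1 of 3 SMAD4-Luc arrays.

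Interferon response genes, partly seen in those tables, gave 30 rises and 0 falls among 39 (also 30 and 0 adjusted over the list alone) with a median of 1.02 (camera adjusted p = 5.05e-13, but adjusted p = 0.0721 with an estimated correlation). IFI27 rose by 2.70 and OAS2, which makes the activator of RNase L, by 2.47 ± 0.15 (adjusted p = 3.21e-07, with 3 probes from 0.41 to 2.47), and IFI44L was at least 5.4-fold higher, with its other probe at -0.15. Inflammatory mediators, partly seen, gave 17 rises and 1 fall among 36 (also 17 and 1 adjusted over the list alone, camera adjusted p = 6.71e-07, but adjusted p = 0.228 with an estimated correlation), with SAA1 at 5.47 (3 probes from 2.97 to 5.47, detected on 2 of 3 parental arrays). Nucleic acid sensing genes, partly seen, gave 8 rises and 0 falls among 16 (9 and 0 adjusted over the list alone, camera adjusted p = 0.00101, but adjusted p = 0.0721 with an estimated correlation), with CASP1 at 3.36 ± 0.19 and IFI16 at 3.20. Antigen presentation genes, not marked as seen there, gave 14 rises and 0 falls among 19 (also 14 and 0 adjusted over the list alone, median 0.65, camera adjusted p = 8.68e-05, but adjusted p = 0.116 with an estimated correlation). HLA-C rose by 1.11 and HLA-DMB, which helps load class II molecules, by 1.43.

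Genes of the epithelial-mesenchymal transition list, partly seen in the study's tables, gave 17 rises and 4 falls among 31 (19 and 4 adjusted over the list alone) with a median of 1.13 (camera adjusted p = 5.21e-06, but adjusted p = 0.116 with an estimated correlation). MMP3 rose by 4.84 and SNAI2, the transcription factor Slug, by 3.15 ± 0.18 (adjusted p = 1.31e-07, other probe 1.31), both detected on 2 of 3 parental arrays, and IGFBP3, of the same list, fell. TGF-beta and SMAD targets, partly seen, gave 11 rises and 4 falls among 30 (11 and 5 adjusted over the list alone) and were not called (camera adjusted p = 0.0958, but 0.0449 without parental array 3 and 0.0166 with fry), with COL7A1 at 3.56, LTBP2 at 3.12 and THBS1 at 2.90. VIM rose by 0.77 ± 0.22 (adjusted p = 0.017), a call that was lost with array weights (adjusted p = 0.0536) and without parental array 1 (adjusted p = 0.0622), parental array 2 (adjusted p = 0.0566) or SMAD4-Luc array 1 (adjusted p = 0.0741). CDKN1A rose by 0.72 ± 0.13 (adjusted p = 0.000967). Matrix-degrading proteases, seen in those tables, gave 14 rises and 3 falls among 18 (15 and 3 adjusted over the list alone, camera adjusted p = 7.09e-08, but adjusted p = 0.116 with an estimated correlation), and MMP13, collagenase-3, was at least 32.1-fold higher. Xenobiotic and NRF2-regulated genes, seen in those tables, gave 5 rises and 13 falls among 29 (6 and 13 adjusted over the list alone, camera adjusted p = 0.00336, but adjusted p = 0.355 with an estimated correlation), and this call was lost with detection on all 9 arrays (adjusted p = 0.227). Cell cycle genes gave 1 rise and 13 falls among 39 (also 1 and 13 adjusted over the list alone, camera adjusted p = 0.00402, but adjusted p = 0.116 with an estimated correlation), with BUB1 at -1.01 and RRM2, a ribonucleotide reductase subunit, at -0.93, whereas MKI67, read by a dim probe, did not pass at -0.35 (adjusted p = 0.275). Apoptosis genes, partly seen, gave 6 rises and 6 falls among 32 (also 6 and 6 adjusted over the list alone, median -0.02, mean 0.10, camera adjusted p = 0.86), with TNFSF10 at 2.40 and TNFRSF10B at -1.75 (3 probes from -1.75 to -0.05).

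The same other cell types were measured beside these groups. Fibroblast and stroma markers gave 3 rises and 0 falls among 8 (also 3 and 0 adjusted over the list alone, median 0.38, camera adjusted p = 0.00771, but adjusted p = 0.116 with an estimated correlation), leukocyte and macrophage markers 5 rises and 1 fall among 9 (5 and 2 adjusted over the list alone, median 0.97, adjusted p = 0.0374, but adjusted p = 0.201 with an estimated correlation) and pancreatic acinar markers, partly seen in the study's tables, 6 rises and 0 falls among 10 (also 6 and 0 adjusted over the list alone, median 0.74, adjusted p = 0.0241, but adjusted p = 0.116 with an estimated correlation). DCN rose by 2.73, LAPTM5 was at least 5.28-fold higher, C1QA rose by 1.56 and PRSS2 by 1.84. CPB1 rose by 3.39 ± 1.06 (adjusted p = 0.0264, detected on 2 of 3 arrays in each group) and AMY2A by 1.81 ± 0.53 (adjusted p = 0.019) with SMAD4-Luc array 1 far below arrays 2 and 3. The CPB1 call was lost without parental array 1, 2 or 3 or SMAD4-Luc array 2 or 3 (adjusted p = 0.0571 to 0.113), and the AMY2A call without parental array 1 or 3 or SMAD4-Luc array 2 or 3 (adjusted p = 0.0549 to 0.0834), and both without a filter on dim probes and with eBayes trend and robust fitting. The leukocyte call was lost without parental array 3 (adjusted p = 0.0533), without SMAD4-Luc array 3 (adjusted p = 0.056) and without a filter on dim probes (adjusted p = 0.152), and the acinar call without that filter (adjusted p = 0.105) and with detection on all 9 arrays (adjusted p = 0.0564). Of the 13533 genes, 2300 rose and 2245 fell (4545 or 33.6%; limma), 752 and 599 of them by at least 2-fold (1351), and groups did not overlap for 44.5% where chance gives 10%. The 2-fold count was 622 without background subtraction, 725 with normexp at an offset of 50 and 666 on the deposited normalized values.

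The comparisons share arrays, so their calls were also set against each other. Luciferase and SMAD4-Luc cells shared 1068 rises and 1142 falls against parental cells, where independent lists would share 284 and 274, and 71 genes moved in opposite directions. Groups simulated without any change shared 0 calls on average. Such groups give almost no calls at all, so this value is no baseline for the shared calls. The log2 changes correlated at 0.73 across genes, which are not independent replicates, with 0.5 in the simulation, and their covariance was 0.296 against a simulated 0.0185. Of the genes called for luciferase against parental, 645 moved the opposite way in SMAD4-Luc against luciferase cells (359 and 286, where independent lists would share 156 and 156) and 357 moved the same way, at a correlation of -0.13 (simulated -0.5) and a covariance of -0.0358 (simulated -0.0186). SMAD4-Luc differed in the same direction from both luciferase and parental cells in 857 rises and 740 falls, where independent lists would share 217 and 209, with 104 opposite. The correlation was 0.58 (simulated 0.5) and the covariance 0.198 (simulated 0.0187). The shared arrays were not split here, so part of each excess may come from them. In the simulation sharing alone gave covariances of 0.0185 and 0.0187 where 0.296 and 0.198 were seen. This argues against the shared arrays as the whole source of those covariances. For the other pair the simulated -0.0186 was a larger part of -0.0358.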

Values the study reported

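The study reported that 351 genes differed between luciferase and parental cells and that 825 differed between SMAD4-Luc and parental cells, both counted at a change of at least 2-fold in either direction and p < 0.05.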

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

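The test of probes without a gene symbol was chosen only after the data had been seen. These probes lie outside the measurement by gene and still carried a signal that differed between groups. Among 6732 such probes that passed the detection filter, limma called 492 for luciferase against parental, 170 of them changed by at least 2-fold. For SMAD4-Luc against luciferase it called 355, with 108 at 2-fold or more, and for SMAD4-Luc against parental 916, with 299 at 2-fold or more. No transcript was assigned to them here.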

How the results depend on the processing

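Of the settings below, the use of probes without an identifier as negative controls was the test chosen only after results had been seen. Across the settings other than leaving out an array, 2844 to 3604 genes were called for luciferase against parental, 2203 to 3454 for SMAD4-Luc against luciferase and 4082 to 4787 for SMAD4-Luc against parental, and 1887 to 2407 calls were shared by the first and last. With 1 array left out these counts were 2448 to 3199, 1760 to 2949 and 3698 to 4448. The count past 2-fold fell from 845, 570 and 1351 to 361, 208 and 622 without background correction, to 426, 262 and 725 with normexp at an offset of 50 and to 384, 231 and 666 on the deposited normalized values. The first of these leaves the background in the signal, which by construction pulls folds toward 0. Normexp changed the offset and the background estimate together, and steps before deposit are not given, so for these settings the cause was not tested. With 1 array left out it ranged from 769 to 924, 560 to 598 and 1292 to 1466. With other scaling the median change of all genes reached at most 0.069. That was for luciferase against parental with scaling to the 75th percentile, beside 0.008 in the main setting. IFI44L read -0.19 (luciferase against parental) and -0.15 (SMAD4-Luc against parental) when detection on all 9 arrays was required, and HLA-DRA read -0.05 (luciferase against parental) with the probe of largest variance, because these settings chose another probe of the gene. With an estimated correlation, camera called 0, 1 and 1 lists in place of 10, 15 and 15, and the adjusted p became 0.115 for interferon response and 0.575 for inflammatory mediators (luciferase against parental), 0.0983 for epithelial-mesenchymal transition and 0.281 for TGF-beta and SMAD targets (SMAD4-Luc against luciferase). Lists whose estimated correlation lay below the preset lost their calls as well. Fry, which does not compare a list with other genes, called 12, 17 and 21 lists. It ended 0 of the camera calls and added 10, among them housekeeping genes (SMAD4-Luc against parental, adjusted p = 0.0218). With 1 array left out, 10 to 11, 15 to 17 and 14 to 16 lists were called. The inflammatory list came closest to the threshold without parental array 1 (adjusted p = 0.0486, range from 2.21e-05). Among VIM, FN1, SNAI1 and CDKN1A, 2 genes (VIM and CDKN1A) were called for SMAD4-Luc against luciferase, and leaving out 1 array gave 1 to 2 calls. For SMAD4-Luc against luciferase the apoptosis list was called in none of these settings (adjusted p = 0.106 to 0.577). Leaving out 1 array gave 2043 values of named genes, of which 1921 kept their direction and side of the threshold, 121 lost the call, 1 gained it and 0 reversed. Probes near background limited what could be seen, since FN1 and SNAI1 were not detected on most arrays. With members at their detection bound, list medians moved by at most 0.06. Replicate numbers did not pair the arrays, because the 9 correlations of deviations between arrays of the same number lay between -0.064 and 0.082. With the replicate number as a block, 3047, 2297 and 4322 genes and 10, 15 and 16 lists were called, 845, 572 and 1353 genes passed 2-fold, and the added list was the ductal and adhesion list (SMAD4-Luc against parental, adjusted p = 0.0496).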

Other observations

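The brightness test of the squamous, gastric and cilia lists, the tests of single parental and SMAD4-Luc arrays for the cilia list and the counts at an unadjusted p were chosen only after results had been seen, whereas the tests of background and single luciferase arrays and the splits of the arrays had been planned. Sterol synthesis genes, a list partly seen in the study's tables, gave 0 rises and 11 falls among 16 members for luciferase against parental (0 and 13 adjusted over the list alone; median -0.62, camera adjusted p = 1.43e-06, but adjusted p = 0.312 with an estimated correlation) and 1 rise and 8 falls for SMAD4-Luc against parental (also 1 and 8 adjusted over the list alone; camera adjusted p = 0.00568, but adjusted p = 0.469 with an estimated correlation). INSIG1, which retains the sterol sensor in the endoplasmic reticulum, changed by -1.59 ± 0.20 (SE, n = 3 arrays per group, limma adjusted p = 0.000162) and -1.87, and SQLE, squalene epoxidase, by -1.19 and -1.48. Between SMAD4-Luc and luciferase the list gave 1 rise and 0 falls (adjusted p = 0.0792), but passed without luciferase array 2 (adjusted p = 0.0407), without SMAD4-Luc array 1 (adjusted p = 0.00457), with array weights (adjusted p = 0.0329) and without a filter on dim probes (adjusted p = 0.0432). Metallothioneins, zinc and copper binding proteins that were also partly seen, gave 2 rises and 2 falls among 7 for luciferase against parental (camera adjusted p = 0.938), 3 rises and 0 falls for SMAD4-Luc against luciferase (adjusted p = 0.00446, but adjusted p = 0.281 with an estimated correlation) and 4 rises and 2 falls for SMAD4-Luc against parental (adjusted p = 0.148, but adjusted p = 0.0477 with fry). Adjusted over the list alone these were 2 and 2, 3 and 0, and 5 and 2. MT2A rose by 2.76 and MT1X by 1.59 in SMAD4-Luc against parental, while MT1G fell by 1.17. Stress and immediate-early genes gave 2 rises and 9 falls among 23 for SMAD4-Luc against luciferase (3 and 11 adjusted over the list alone; camera adjusted p = 0.0101, but adjusted p = 0.281 with an estimated correlation), with FOS at -1.84 ± 0.22 (adjusted p = 0.000171). The list was not called in the other comparisons (adjusted p = 0.733 for luciferase against parental and 0.0958 for SMAD4-Luc against parental), though scaling to the 75th percentile brought the latter to 0.044 and fry to 0.0255.

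Hypoxia genes were not called as a group (camera adjusted p = 0.108, 0.169 and 0.86 for luciferase against parental, SMAD4-Luc against luciferase and SMAD4-Luc against parental), though the first passed without parental array 2 (adjusted p = 0.0368), without a filter on dim probes (adjusted p = 0.0208) and with detection on all 9 arrays (adjusted p = 0.0359). Among 23 members, 5 rose and 2 fell, 1 rose and 5 fell, and 6 rose and 4 fell in these comparisons (5 and 2, 1 and 6, and 7 and 5 adjusted over the list alone). CA12, a carbonic anhydrase, fell by 3.67 (other probe -1.77, detected on 2 of 3 luciferase arrays) and EGLN3, an oxygen-sensing hydroxylase, rose by 1.78 in luciferase against parental. Housekeeping genes gave 0 rises and 2 falls, 1 rise and 5 falls, and 2 rises and 6 falls among 15, in the same numbers adjusted over the list alone, and were not called either (adjusted p = 0.938, 0.226 and 0.26, the last 0.0218 with fry), but PPIA, cyclophilin A, changed by -1.22 in luciferase and -1.90 in SMAD4-Luc against parental, and TUBB rose by 0.88 in SMAD4-Luc against luciferase. Endothelial markers gave 0 rises and 1 fall, 1 rise and 0 falls, and 2 rises and 1 fall among 4 in the same order of comparisons (1 and 2, 1 and 0, and 2 and 1 adjusted over the list alone, camera adjusted p = 0.938, 0.187 and 0.594, the second 0.0446 with fry). Pancreatic endocrine markers gave 0, 1 and 0 calls among 4 (adjusted p = 0.938, 0.889 and 0.771), red blood cell markers, partly seen in the study's tables, 1, 1 and 2 among 3 (adjusted p = 0.997, 0.623 and 0.895) and adipocyte markers 2, 0 and 2 among 4 (adjusted p = 0.246, 0.855 and 0.261, the last 0.0409 with fry), in the same numbers adjusted over each list alone. The 2 probes of HBA2, hemoglobin alpha, moved apart in SMAD4-Luc against parental (-0.92 and 2.19). Median and mean differed in sign for red blood cell markers in luciferase (-0.11 and 0.13) and SMAD4-Luc (-0.30 and 0.50) against parental, for housekeeping genes in luciferase against parental (0.06 and -0.08) and for endocrine markers in SMAD4-Luc against luciferase (-0.09 and 0.03).

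No adjustment is stated beside the threshold of the counts quoted above, though the study's tables of changed genes call their p adjusted. Genes past 2-fold at an unadjusted p under 0.05 numbered 856 for luciferase against parental and 1355 for SMAD4-Luc against parental here (845 and 1351 with the adjusted p). Both are higher than the values quoted from the study above. This depended on the processing and on what is counted. On the deposited normalized values the same counts were 385 and 667 over genes and 512 and 907 over all probes, and without background correction they were 361 and 623 over genes and 475 and 845 over all probes. Of these 8 counts, those of SMAD4-Luc against parental over genes are lower than the quoted value and the others higher. The number of replicates given in the study's methods also differs from that of the labelled arrays used here.

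Splitting the 6 arrays of a comparison in the 10 possible ways cannot give a share under 0.1, so these counts are too few for a share under 0.05. The real grouping gave 3325, 2538 and 4545 called genes and 845, 570 and 1351 past 2-fold, each the count of 1 of the 10 splits, while the highest of the other splits gave 0. For lists the real grouping gave 10, 15 and 15 calls and the highest other 10, 10 and 12, so that 4, 1 and 1 of the 10 splits gave as many. Each of the other splits mixes arrays of both groups. Part of the real difference stays in its contrast and the rest enters the spread. Neither the counts of 0 nor the list calls of the other splits therefore measure what unchanged groups would give.

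Squamous and basal genes were higher and gastric and intestinal genes lower in SMAD4-Luc than in parental arrays, with list medians of 1.85 and -2.47. Both lists hold genes seen in the study's tables and are not independent evidence, so a trend with brightness was read from all other genes in 50 brightness bins, after scaling to the 75th percentile, which unlike quantile normalization leaves such a trend in place. In the bins of the list members these other genes had a median change of -0.03 and -0.02 for the middle member, and 0.169 and -0.091 in the bin farthest on the list's side, against list medians of 1.81 and -2.54 with that scaling, which argues against a trend with brightness as the whole source. Without background correction the medians were 1.35 and -1.56, so these genes differed without that step too. The lists hold genes seen to change in the study's tables from these data. That outcome was therefore likely beforehand and is no independent evidence on the correction of dim probes. In the same comparison leukocyte, fibroblast and acinar markers gave 5 rises and 1 fall among 9, 3 and 0 among 8 and 6 and 0 among 10 (list calls lost with an estimated correlation, adjusted p = 0.201, 0.116 and 0.116). Effects of the vector or of SMAD4, which the design names, differences between the cell populations and RNA of other cells stay open and untested. Such other cells would be mouse cells of the host, and the study described more recruitment of stromal cells in SMAD4-Luc tumors by histology.

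Motile cilia genes were higher in luciferase than in parental arrays (median 1.00) and lower in SMAD4-Luc than in luciferase arrays (median -1.78), both calls being lost with an estimated correlation (adjusted p = 0.148 and 0.0983). This list too holds genes seen in the study's tables, and by the same test all other genes had median changes of 0.054 and -0.01 (0.239 and -0.104 in the farthest bin, against list medians of 1.07 and -1.72), which argues against a trend with brightness as the whole source, while the medians without background correction were 0.61 and -0.82. Leaving out each luciferase array in turn brought the medians no nearer to 0 than 0.94 and -1.75, and the same with the other group gave 0.81 without parental array 1, on which FOXJ1 read 5.13 beside 7.40 and 7.40, and -1.65 without SMAD4-Luc array 2, which argues against 1 deviating array as the whole source. SMAD4-Luc against parental, whose group means hold no luciferase array, gave 0 rises and 7 falls (median -0.43, adjusted p = 0.407 with an estimated correlation). Leukocyte, fibroblast and acinar markers gave 5 rises among 9, 3 among 8 and 4 among 10 and 0 falls in SMAD4-Luc against luciferase (adjusted p = 0.124, 0.124 and 0.116 with an estimated correlation). Effects of the vector or of SMAD4, differences between the cell populations and RNA of other cells, which would be mouse cells of the host, stay open and untested.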
